# Brown Fat Dnmt3b Deficiency Ameliorates Obesity in Female Mice

**DOI:** 10.3390/life11121325

**Published:** 2021-11-30

**Authors:** Fenfen Li, Xin Cui, Jia Jing, Shirong Wang, Huidong Shi, Bingzhong Xue, Hang Shi

**Keywords:** Dnmt3b, brown adipocytes, thermogenesis, obesity

## Abstract

Obesity results from a chronic energy imbalance due to energy intake exceeding energy expenditure. Activation of brown fat thermogenesis has been shown to combat obesity. Epigenetic regulation, including DNA methylation, has emerged as a key regulator of brown fat thermogenic function. Here we aimed to study the role of Dnmt3b, a DNA methyltransferase involved in de novo DNA methylation, in the regulation of brown fat thermogenesis and obesity. We found that the specific deletion of Dnmt3b in brown fat promotes the thermogenic and mitochondrial program in brown fat, enhances energy expenditure, and decreases adiposity in female mice fed a regular chow diet. With a lean phenotype, the female knockout mice also exhibit increased insulin sensitivity. In addition, Dnmt3b deficiency in brown fat also prevents diet-induced obesity and insulin resistance in female mice. Interestingly, our RNA-seq analysis revealed an upregulation of the PI3K-Akt pathway in the brown fat of female Dnmt3b knockout mice. However, male Dnmt3b knockout mice have no change in their body weight, suggesting the existence of sexual dimorphism in the brown fat Dnmt3b knockout model. Our data demonstrate that Dnmt3b plays an important role in the regulation of brown fat function, energy metabolism and obesity in female mice.

## 1. Introduction

Obesity poses a serious risk for the development of a number of metabolic diseases such as type 2 diabetes, hypertension, dyslipidemia, and cardiovascular diseases [1]. Obesity results from a chronic energy excess due to energy intake exceeding energy expenditure [1]. Adaptive thermogenesis, in which brown fat thermogenesis is a major contributor, is an integral part of overall energy expenditure that also includes the basic metabolic rate and physical activity [2]. Brown fat thermogenesis traditionally was thought to rely on the mitochondrial inner membrane protein UCP1, which uncouples oxidative phosphorylation from ATP production, thereby profoundly increasing energy dissipation and overall energy expenditure [1,3,4,5]. Recent studies also revealed UCP1-independent thermogenesis mediated by SERCA2b-mediated calcium cycling or creatine-driven substrate cycling [6,7]. There exist two kinds of brown adipocytes in rodents: the classic brown adipose tissue (BAT) that is mainly located in the interscapular area and beige adipocytes that are scattered in white adipose tissue (WAT) and can be induced by β-adrenergic activation through β-adrenergic agonist treatment or cold exposure [8,9,10,11,12]. Activation of brown and beige adipocyte thermogenesis has been an efficient way to ameliorate obesity in rodents [13,14,15]. The recent rediscovery of functional brown fat in humans indicates that brown fat thermogenesis might be physiologically relevant to human energy metabolism [16,17,18].

Obesity is a complex disease that results from the interaction between genes and environmental factors (e.g., diets). Epigenetic regulation, a molecular link between obesity and environmental factors [19,20], has emerged as a key mechanism underlying the regulation of brown fat development and function. The DNA methylation of cytosine at CpG sites is a common epigenetic modification that frequently occurs in gene promoters and 5′ regions, where CpGs are often enriched [21,22]. DNA hypomethylation at the promoters normally activates gene transcription, while hypermethylation results in gene silencing [22]. Three DNA methyltransferases (DNMTs), namely DNMT1, -3a and -3b, are the main enzymes that catalyze the process of DNA methylation by adding methyl groups to CpG dinucleotides [22]. While DNMT1 is mainly involved in the maintenance of DNA methylation during DNA replication, Dnmt3a and -3b are responsible for de novo methylation [22]. We recently identified several epigenetic pathways including DNA methylation as a key regulator of adipocyte development and brown adipocyte thermogenesis [23,24,25,26,27]. For example, we discovered a biphasic role of DNA methylation, catalyzed by DNMT1 and -3a, in regulating adipogenesis, promoting differentiation at an early stage, while inhibiting lipogenesis at a late stage of 3T3-L1 differentiation [24]. In addition, we also found that the specific deletion of DNMT1 or -3a in brown adipocytes impairs cold-induced thermogenesis and promotes diet-induced obesity in mice [28]. In this study, we extended our interrogation into the role of Dnmt3b in the regulation of brown fat function. We have generated mice with a specific deletion of Dnmt3b in brown adipocytes. We then characterized the metabolic phenotypes and examined the thermogenic program in these mice fed a regular chow or high fat diet (HFD).

## 2. Materials and Methods

Mice. Mice with a brown fat-specific Dnmt3b knockout (UCP1-Cre::Dnmt3b-fl/fl, or D3bKO) were generated by crossing Dnmt3b-floxed mice, obtained from Mutant Mouse Regional Resource Centers (MMRRC, stock #029887), with Ucp1-Cre mice (Jackson Laboratory, Stock No 024570), where Cre is specifically expressed in brown fat and UCP1-positive beige adipocytes under the control of the Ucp1 promoter. The Dnmt3b-floxed mouse was created by inserting two loxP sites flanking exons 16–19, which encode the catalytic motif [29], and was backcrossed to a B6 background for more than five generations.

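Dnmt3b, which encodes a de novo DNA methyltransferase, lies on chromosome 2 of NCBIM37 (mm9) from 153475186 to 153513466 on the plus strand. The paper does not name the transcript from which the exons were counted. In the GENCODE transcript ENSMUST00000072997, which has 23 exons and encodes 859 amino acids, exon 16 begins at 153501465 and exon 19 ends at 153503395, a stretch of 1931 bp. Exon 16 runs from 153501465 to 153501549 (85 bp), exon 17 from 153502432 to 153502577 (146 bp), exon 18 from 153502907 to 153502997 (91 bp) and exon 19 from 153503247 to 153503395 (149 bp). All 4 exons are coding throughout and make up 471 bp, or 157 codons, with residue 565 the first and residue 721 the last. Exon 16 starts, and exon 19 ends, between codons, so that exon 15 joined to exon 20 keeps the reading frame. The introns on either side, intron 15 with 684 bp and intron 19 with 811 bp, run from 153500781 to 153501464 and from 153503396 to 153504206. The proline-cysteine motif of the catalytic site, in which the cysteine attacks the target cytosine, lies in exon 18, with the cysteine at residue 657. The codons of the motif are CCATGCAAT, from 153502949 to 153502957. With 5 codons on each side they read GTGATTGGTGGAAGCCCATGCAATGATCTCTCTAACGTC, from 153502934 to 153502972.
Exon numbers differ between the 10 protein-coding transcripts of Dnmt3b in this annotation. Exons 16 to 19 span the same bases in 4 of them. In 3 others they run from 153500594 to 153502997, in 2 from 153502432 to 153504292, and in 1 from 153501462 to 153503395. The catalytic motif falls within exons 16 to 19 in all 10 transcripts. Those exons hold a whole number of codons in 5 transcripts, ENSMUST00000072997 among them, and do not in the other 5.

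**Figure D1:**
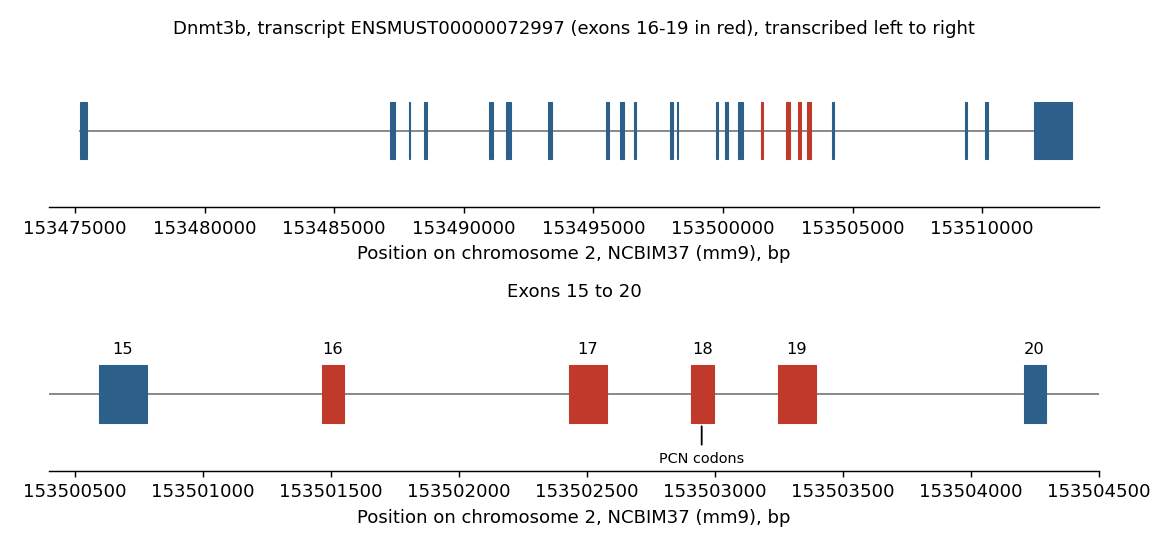
Map of Dnmt3b on chromosome 2 of NCBIM37 (mm9), drawn to scale with position in bp on the horizontal axis. Boxes are the 23 exons of ENSMUST00000072997, red for exons 16 to 19, and the lower panel shows exons 15 to 20, with the codons of the catalytic motif marked in exon 18.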

Metabolic measurement. The animal procedures conducted in this study were approved by the Institutional Animal Care and Use Committee at Georgia State University (GSU). All mice were housed in the GSU animal facility with a temperature- and humidity-controlled environment in a 12 h/12 h light–dark cycle and had access to water and food ad libitum. D3bKO mice and their flox/flox (fl/fl) littermate controls were fed either a chow diet or an HFD (Research Diets D12492, 60% of calories from fat) diet for up to 36 weeks. During the study, body weight was measured weekly. Food intake was measured in single-housed animals over seven consecutive days. The body composition of fat and lean mass was measured using a Minispec NMR body composition analyzer (Bruker BioSpin Corporation; Billerica, MA, USA). Energy expenditure, including oxygen consumption and locomotor activity, were measured using PhenoMaster metabolic cage systems (TSE Systems, Chesterfield, MO, USA). The data of energy expenditure were further analyzed by using the online software CalR at the website https://calrapp.org/ (accessed on 20 August 2021) as previously described [30]. Blood glucose was measured by a OneTouch Ultra Glucose meter (LifeScan, Milpitas, CA, USA). Insulin sensitivity was assessed by glucose tolerance and insulin tolerance tests (GTT and ITT, respectively) as we have previously described [31]. At the end of experiments, various tissues, including all fat depots and the liver were collected for the analysis of gene expression, protein content and immunohistochemistry.

Quantitative RT-PCR. Quantitative RT-PCR was conducted as we have previously described [31,32]. Briefly, total RNA from fat tissues was extracted using the Tri Reagent kit (Molecular Research Center, Cincinnati, OH, USA). The mRNA levels of gene expression were measured by a one-step quantitative RT-PCR with a TaqMan Universal PCR Master Mix kit (ThermoFisher Scientific, Waltham, MA, USA) using an Applied Biosystems QuantStudio 3 real-time PCR system (ThermoFisher Scientific) as we have previously described [31,32]. The sequences of the primer and probe pairs for the genes measured are as follows. 

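Uncoupling protein 1 (UCP1) carries protons across the inner mitochondrial membrane of brown adipocytes, so that the energy of substrate oxidation is released as heat. Its gene, Ucp1, lies on chromosome 8 of NCBIM37 (mm9) from 85814247 to 85822355 on the plus strand, and its transcript ENSMUST00000034146 has 6 exons and 1644 bases. In the TaqMan assay for this gene the forward primer matched exon 1 and the reverse primer matched exon 2, each at a single place in the genome. The product was 91 bp of cDNA, from base 325 to base 415 of the transcript, all of it coding. Its sequence in the reference was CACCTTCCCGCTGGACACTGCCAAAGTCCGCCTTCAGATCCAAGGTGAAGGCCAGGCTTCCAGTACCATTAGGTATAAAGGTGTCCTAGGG. On genomic DNA the same primers span 784 bp, from 85814571 to 85815354, since the 693 bp intron 1 lies between the exons. The probe, which is complementary to the mRNA, crosses the junction of exon 1, ending at 85814607, and exon 2, starting at 85815301. It had 0 exact matches in the genome sequence.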

UCP1: Forward 5′-CACCTTCCCGCTGGACACT-3′; Reverse 5′-CCCTAGGACACCTTTATACCTAATGG-3′; Probe 5′-AGCCTGGCCTTCACCTTGGATCTGA-3′. Cyclophilin: Forward 5′-GGTGGAGAGCACCAAGACAGA-3′; Reverse 5′-GCCGGAGTCGACAATGATG-3′; Probe 5′-ATCCTTCAGTGGCTTGTCCCGGCT-3′. 

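The oligonucleotides named cyclophilin matched Ppib, the gene of cyclophilin B, a peptidyl-prolyl isomerase of the endoplasmic reticulum. Ppib lies on chromosome 9 of NCBIM37 (mm9) from 65907976 to 65914436 on the plus strand. Both primers and the probe lie within exon 5, the last exon of ENSMUST00000034947, from 65914116 to 65914182. The product of 67 bp, all of it coding, reads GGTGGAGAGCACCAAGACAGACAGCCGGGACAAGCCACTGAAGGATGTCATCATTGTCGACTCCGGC in the reference. Each of these oligonucleotides had 1 exact match in the genome. Since the product crosses no exon junction, it has the same length on cDNA and on genomic DNA. The same bases belong to Snx22, a gene on the minus strand from 65912983 to 65917538, whose transcript ENSMUST00000044711 holds them in the untranslated part of exon 7, its last exon.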

Other TaqMan primers/probes were purchased from Applied Biosystems (ThermoFisher Scientific) as listed in Supplemental Table S1.

Immunoblotting. Immunoblotting measurement of the protein content was conducted as we described in [31]. Adipose tissues were homogenized in a modified radioimmunoprecipitation assay (RIPA) lysis buffer supplemented with a 1% protease inhibitor mixture and 1% phosphatase inhibitor mixture (Sigma-Aldrich, St. Louis, MO, USA), and homogenates were centrifuged. Tissue lysates were resolved by SDS-PAGE, which was transferred to nitrocellulose membranes (Bio-Rad, Hercules, CA, USA), followed by blocking, washing, incubating with primary/secondary antibodies, and developing with a Li-COR Imager System (Li-COR Biosciences, Lincoln, NE, USA). Primary and secondary antibodies used were as follows: anti-UCP1 antibody (1:500, abcam, ab23841); mitochondrial total OXPHOS protein antibody set (Abcam, ab110413); Alexa Fluor 680-conjugated secondary antibodies (Life Science Technologies); anti-GAPDH antibody (1:1000, Santa Cruz Biotechnology, sc-32233); anti-α-Tubulin antibody (1:1000, Advanced BioChemicals, ABCENT4777).

Immunohistochemistry (IHC). Fat tissues were fixed in 10% neutral formalin, embedded in paraffin and sectioned at a 5 µm thickness. The sections were further processed for hematoxylin and eosin (H&E) staining or immunostaining with a UCP1 antibody (1:150, abcam, ab10983) as we have previously described [32,33,34].

RNA-sequencing analysis. Total RNA was extracted from adipose tissue as described above and was commercially sequenced by Beijing Genomics Institute (BGI, Shenzhen, China). Bioinformatics analysis was conducted as we have previously described [32]. Briefly, after the removal of raw reads adaptor sequences and low-quality data via a filter, clean reads were mapped to reference sequences (University of California Santa Cruz Mouse Genome Browser mm9 Assembly) using SOAPaligner/SOAP2. Reads per kilobase per million reads (RPKM) were calculated to represent the gene expression level, and were used for comparing differentially expressed genes (DEGs) between the two genotypes fl/fl and D3bKO, with thresholds set at a more than two-fold increase or more than 50% decrease, and a false discovery rate (FDR) of <0.001. DEGs were further used for Gene Ontology (GO) and pathway enrichment analysis.

Statistics. Data were expressed as mean ± SEM. Groups were compared for difference analysis by a one-way ANOVA or *t*-test as appropriate. Statistical significance is considered at *p* < 0.05.

## 3. Results

### 3.1. Dnmt3b Deficiency in Brown Fat Decreases Adiposity in Female Mice Fed a Chow Diet

To determine the role of brown fat Dnmt3b in the regulation of energy metabolism and body weight, we generated mice with a specific deletion of Dnmt3b in brown fat (D3bKO) by crossing Dnmt3b-floxed mice with Ucp1-cre mice. The Dnmt3b deletion in brown fat resulted in an almost 50% reduction of Dnmt3b mRNA expression without changes of Dnmt1 and Dnmt3a expression (Supplementary Figure S1). We first characterized the metabolic phenotype of female D3bKO mice fed a chow diet. Figure 1A shows that the body weight between D3bKO mice and their fl/fl littermate controls started diverging after they were 18 weeks old and the difference became more evident over the course of aging, in which a lower weight was observed in female D3bKO mice. Using an NMR body composition analyzer, we found a significant decrease in the fat composition while there was a reciprocal increase in the lean composition in 10-month-old D3bKO mice compared to their littermate controls (Figure 1B). It was consistent that these aged female D3bKO mice also exhibited a decreased fat mass in various fat depots, including interscapular BAT (iBAT), inguinal WAT (iWAT), gonadal WAT (gWAT), and retroperitoneal WAT (rWAT) (Figure 1C). We also observed a tendency towards a decreased liver weight and hepatic lipid accumulation in D3bKO mice (Figure 1C). Using a PhenoMaster metabolic cage system, we found that female D3bKO mice displayed a higher oxygen consumption (VO2) (Figure 2A, left panel). The data of oxygen consumption was further analyzed by a regression-based analysis of covariance (ANCOVA) [35] using the online software CalR at the website https://calrapp.org/ (accessed on 20 August 2021) as previously described [30]. The regression analysis of absolute VO2/hr against body weight revealed a body weight-independent effect on oxygen consumption during the dark cycle (*p* = 0.0426, Figure 2A middle and right panel), indicating that brown fat Dnmt3b deficiency increases oxygen consumption in the dark cycle when mice are most active in food intake and other activities. Moreover, female D3bKO mice also had an increase in their respiratory exchange ratio (RER) (Figure 2B), indicating that these mice preferentially used glucose as an energy fuel. In addition, increased locomotor activity was observed in female D3bKO mice (Figure 2C), which may contribute to the enhanced overall energy expenditure. Surprisingly, the knockout mice had an increased food intake (Figure 2D), which may compensate for the increased energy expenditure. Further quantitative RT-PCR analysis revealed increased expression of a panel of thermogenic genes, such as Ucp1, Dio2, Pgc1α, Pgc1β, Prdm16, Otop1, etc., (Figure 3A) in the iBAT of female D3bKO mice, which was associated with increased UCP1 protein levels measured by immunoblotting (Figure 3B). We further examined mitochondrial respiratory chain proteins by immunoblotting, which showed an upregulation of the succinate dehydrogenase complex subunit B (SDHB) and the complex III cytochrome b-c1 complex subunit 2 (CIII-UQCRC2) in the iBAT of D3bKO mice (Figure 3B). These data suggest that an enhanced thermogenic and mitochondrial program may contribute to the increased energy expenditure and decreased adiposity in female D3bKO mice.

Since glucose homeostasis and insulin sensitivity are closely associated with adiposity levels, we therefore characterized these metabolic parameters with GTTs and ITTs in female D3bKO mice. Interestingly, at the beginning of the body weight divergence when the difference was not eminent, there was no change in GTTs between the knockout mice and their controls at the age of 17 weeks (Figure 4A). The trend moved towards more glucose tolerance for the female knockout mice at the age of 20 weeks (Figure 4B), the difference of which eventually became evident at the age of 36 weeks when the body weight of female D3bKO mice was significantly lower (Figure 4C). Similar results were observed in ITTs. There was a tendency towards increased insulin sensitivity, albeit not significant, for D3bKO mice at the age of 21 weeks (Figure 4D). Eventually female D3bKO mice became more insulin sensitive at the age of 36 weeks (Figure 4E). These data suggest that with a lesser tendency to develop obesity during the aging process, female D3bKO mice are protected from age-related insulin resistance.

We performed an RNA-seq analysis using brown fat from the female D3bKO mice and the littermate control fl/fl mice to unbiasedly examine the gene expression profiles. There were 928 genes differentially regulated by Dnmt3b deficiency, among which 513 genes were upregulated and 415 genes were downregulated in the Dnmt3b-deficient iBAT. Interestingly, KEGG gene enrichment analysis disclosed a number of metabolic pathways, among which PI3-Akt and MAPK, two downstream pathways of insulin signaling, were top-ranked (Figure 5). Upregulation of PI3-Akt, MAPK and AMPK pathways by Dnmt3b deficiency may enhance insulin sensitivity and facilitate glucose metabolism, as manifested in GTT and ITT in D3bKO mice.

### 3.2. Dnmt3b Deficiency in Brown Fat Ameliorates Diet-Induced Obesity in Female Mice

To determine the role of brown fat Dnmt3b in the regulation of diet-induced obesity, we further conducted a metabolic characterization of body weight, energy metabolism and insulin sensitivity in female D3bKO mice fed HFD. As shown in Figure 6A, female D3bKO mice gained significantly less weight compared to the control fl/fl mice. The NMR body composition analysis revealed a significant decrease in the body fat composition while there was a corresponding increase in the lean composition in female D3bKO mice (Figure 6B). It was consistent that female D3bKO mice had a lower fat mass in two major fat depots iWAT and gWAT, with a tendency towards a lower liver weight (Figure 6C). Our H&E staining also revealed a tendency of decreased hepatic lipid accumulation in D3bKO mice (Figure 6C right panel). Using a PhenoMaster metabolic cage system, we found that D3bKO mice exhibited enhanced oxygen consumption, normalized to body weight (Figure 6D left panel). A further regression analysis of absolute VO2/hr against body weight revealed a body weight-dependent effect on oxygen consumption during the full day cycle (Figure 6D right panel). Due to the unchanged RER, locomotor activity and food intake (Supplementary Figure S2), it is still likely that an increased energy expenditure may account for the lean phenotype observed in D3bKO mice fed HFD. In support of the increased energy expenditure, quantitative PCR analysis revealed an increase in the expression of thermogenic genes, including Ucp1, Cidea and Cpt1b (Figure 7A). This was consistent with increased UCP1 protein and mitochondrial respiratory chain proteins, NADH dehydrogenase 1β subcomplex 8 (NDUFB8) and succinate dehydrogenase complex subunit B (SDHB), measured by immunoblotting (Figure 7B). The immunohistochemical analysis further confirmed more UCP1 staining and smaller brown adipocytes in the iBAT of D3bKO mice (Figure 7C). We further characterized the glucose tolerance and insulin sensitivity with GTTs and ITTs in female D3bKO mice fed HFD. With decreased adiposity, the knockout mice had lower fasting and fed blood glucose levels (Figure 8A). It was consistent that female D3bKO mice were more glucose tolerant and insulin sensitive than their fl/fl controls, as assessed by GTT and ITT, respectively (Figure 8B,C).

Unlike the lean phenotype observed in female D3bKO mice, there was no change in the body weight of male D3bKO mice fed a regular chow diet (Supplementary Figure S3A). Moreover, there was no difference in the body composition and fat pad weight between male D3bKO mice and their controls (Supplementary Figure S3B,C). This was consistent with no changes in oxygen consumption, RER, locomotor activity and food intake between male D3bKO mice and their littermate controls (Supplementary Figure S4A–D). Immunoblotting analysis showed decreased UCP1 protein in the iBAT of male D3bKO mice (Supplementary Figure S5). Male D3bKO mice had increased levels of fed blood glucose (Supplementary Figure S6A) and exhibited glucose intolerance and insulin resistance assessed by GTT and ITT, respectively (Supplementary Figure S6B,C).

## 4. Discussion

In the present study, we discovered that the specific deletion of Dnmt3b in brown fat promotes the thermogenic program in brown fat, enhances energy expenditure, decreases adiposity and improves insulin sensitivity in female mice fed a regular chow diet or HFD. The plausibility of this study was derived from a growing body of evidence suggesting a role of epigenetic regulation in obesity and metabolic disorders. Obesity is a complex disease that results from gene and environment interactions. Epigenetic regulation has emerged as a molecular link between environmental factors (e.g., diets) and obesity [36,37,38,39,40]. Alterations of DNA methylation, a common epigenetic modification, have also been identified in genes involved in various metabolic pathways, such as Pparγ [41], Pgc1α [42,43], leptin [36,44], Lpl and aP2 [41], etc. We have also reported that epigenetic regulation by DNA methylation plays a critical role in modulating various metabolic pathways, including neuronal control of energy metabolism in obesity, macrophage polarization and inflammation in type 2 diabetes and atherosclerosis, and adipocyte differentiation [24,25,31,45,46,47]. Since brown fat thermogenesis is an integral part of overall energy homeostasis, we recently extended our interest towards the understanding of DNA methylation in brown fat development and thermogenic function [28,32]. We discovered that the specific deletion of Dnmt1 or -3a in brown fat causes brown fat remodeling by converting functional brown fat into skeletal myocyte-like brown fat, resulting in decreased energy expenditure and increased adiposity [28]. It is consistent that the genetic model with a Dnmt3b deletion in brown fat-skeletal lineage cells largely recapitulates the phenotypes of the models with a brown fat Dnmt1 or -3a knockout [32]. It should be noted that the Cre lines used to generate these models express the Cre recombinase at different developmental stages. The model with a Dnmt3b deficiency in brown fat-skeletal muscle lineage cells was generated by the Myf5-Cre line that deletes Dnmt3b at the early developmental stage of progenitor cells, while the model with a Dnmt1 or -3a deficiency in brown fat was achieved by the Ucp1-Cre line that deletes the floxed genes in relatively mature brown adipocytes. By contrast, here we found that female D3bKO mice with a Dnmt3b deletion in brown fat show an opposite phenotype with increased energy expenditure and decreased adiposity. Although the exact mechanism underlying the discrepancy is not clear, it is conceivable that Dnmt3b may play different roles at different stages of brown fat development. On the other hand, even in mature brown adipocytes Dnmt1/3a and Dnmt3b may have different targets in regulating biological pathways. We have shown that DNMT1 or -3a serves to maintain brown adipocyte identity by repressing myogenic remodeling via MyoD1 methylation in mature brown adipocytes, thus promoting active brown adipocyte thermogenic function [28]. However, the opposite phenotype observed in D3bKO mice likely suggests a different mechanism that may involve repression of the thermogenic program instead of the myogenic program by Dnmt3b. Indeed, the promoter regions of several key thermogenic genes, such as Prdm16, Pgc1α and Ucp1, are enriched with CpG sites that are subject to modifications by DNA methylation [48,49,50], and their demethylation by Dnmt3b deficiency may promote the expression of these genes. Indeed, our quantitative PCR analysis revealed the increased expression of Prdm16, Pgc1α and Ucp1 in Dnmt3b-deficient brown fat. Taken together, DNA methylation catalyzed by Dnmt1, -3a and -3b has a complex role in the regulation of brown fat development and thermogenic function depending on the developmental stages and pathway-specific functions of the individual methyltransferase. Future studies are warranted to determine the signaling pathway(s) mediating the inhibitory effect of brown fat Dnmt3b on thermogenic function.

A regression analysis of the absolute VO2/hr against body weight revealed a body weight-dependent effect on oxygen consumption in female D3bKO mice fed HFD (ANCOVA *p* = 0.453) (Figure 6D right panel), which makes the case of increased energy expenditure less compelling. That being said, we still believe that the increased energy expenditure is still a likely factor responsible for the reduced adiposity in female D3bKO mice. For one, in both the chow and high fat diet fed mice, Dnmt3b deficiency increased the thermogenic program and mitochondrial respiratory protein levels in brown fat (Figure 3 and Figure 7), which likely increases overall energy expenditure. On the other hand, we did not observe any changes of food intake between the female D3bKO mice and their littermate controls, suggesting that the alteration of energy expenditure is still a likely factor responsible for the body weight difference. In the cohort of HFD-fed mice, a huge difference in body weight between the two genotype groups may obscure the change of energy expenditure, since we indeed found a body weight-independent effect on oxygen consumption in chow fed mice with a lesser difference in body weight. Future experiments that determine the metabolic rate prior to the weight change are warranted to discern the real contribution of increased energy expenditure to decreased adiposity in D3bKO mice.

In addition, there are still unaddressed questions regarding the metabolic phenotype of female D3bKO mice. These mice are hyperphagic while still remaining lean. The increased food intake may result from a secondary effect compensating for an increased energy expenditure. However, future studies are still required to pinpoint what factor(s) (e.g., brown fat secretory factors “batokines” or afferent sensory nerve activation) mediates the increased food intake. Moreover, the female D3bKO mice on the chow diet have increased RER, indicating that they preferentially utilize glucose as a fuel. This may contribute to the improved insulin sensitivity and glucose tolerance in these mice. Our RNA-seq analysis disclosed an upregulation of the PI3K-Akt pathway in Dnmt3b-deficient brown fat, which may contribute to the increased insulin sensitivity and glucose utilization in D3bKO mice besides their decreased adiposity. However, it is not clear what pathways in BAT, which are altered by the Dnmt3b deficiency, might be responsible for the increased PI3K-Akt signaling at the expression level. On the other hand, the improved insulin sensitivity in D3bKO mice may secondarily stem from a reduced body weight. As shown in Figure 4, glucose tolerance and insulin sensitivity assessed by GTTs and ITTs, respectively, showed no difference between the two genotype groups when body weight remained unchanged before the age of 20 weeks. It was not until the age of 36 weeks when the body weight of D3bKO mice trended lower, that the female D3bKO mice became more insulin sensitive.

Unlike the female D3bKO mice, male D3bKO mice did not show a change in body weight, but had an increased body weight gain, glucose intolerance and insulin resistance, an overall phenotype somewhat opposite to that of the female D3bKO mice. Sexual dimorphism of metabolic phenotypes is a common phenomenon in both humans and rodents. Females have a higher fat composition than males in humans [51]. Females and males have different fat distributions with fat storage in subcutaneous areas for females and visceral regions for males [52]. They also exhibit differential lipid metabolism, with a higher lipolytic rate and triglyceride secretion/clearance rate observed in females [53]. It has been well documented that estrogen and its receptors play a pivotal role in various metabolic and developmental processes, including metabolism, glucose homeostasis, differentiation, cell proliferation, immune and anti-inflammatory functions [54]. Interestingly, we recently reported that the promoter and 5′ region of the estrogen receptor (ERα), are enriched with CpG sites, which are subject to DNA methylation by DNMTs [45]. It is conceivable that estrogen may have an additional protective effect via increased receptor signaling due to the Dnmt3b deficiency in the female D3bKO mice, leading to the lean and insulin sensitive phenotype.

In summary, our data indicate that a Dnmt3b deficiency in brown fat promotes the thermogenic program, leading to enhanced energy expenditure and decreased adiposity in female mice. With a reduced body weight and fat mass, female D3bKO mice exhibit ameliorated metabolic phenotypes in age-related or diet-induced insulin resistance. However, male D3bKO mice have no change in body weight but exhibit insulin resistance, suggesting a sexual dimorphism of metabolism in the brown fat Dnmt3b knockout model. Our data demonstrate that Dnmt3b plays an important role in the regulation of brown fat thermogenic function, energy metabolism and obesity in female mice.

## Figures and Tables

**Figure 1:**
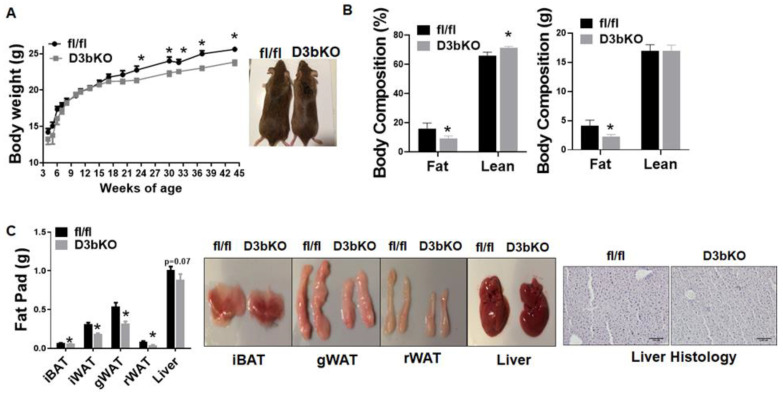
Dnmt3b deficiency in brown fat reduces adiposity in female mice fed a chow diet. Five-week-old female D3bKO and littermate control fl/fl mice were put on a regular chow diet for 40 weeks. (**A**) Body weight growth curve in female D3bKO and fl/fl mice. (**B**) Body composition measured by a Bruker NMR body composition analyzer in female D3bKO and fl/fl mice. (**C**) Organ weight of interscapular brown adipose tissue (iBAT), inguinal white adipose tissue (iWAT), gonadal WAT (gWAT), retroperitoneal WAT (rWAT), and liver in female D3bKO and fl/fl mice. H&E staining of liver in female D3bKO and fl/fl mice (left panel). All data are expressed as mean ± SEM; *n* = 7–10/group; * *p* < 0.05 vs. fl/fl.

**Figure 2:**
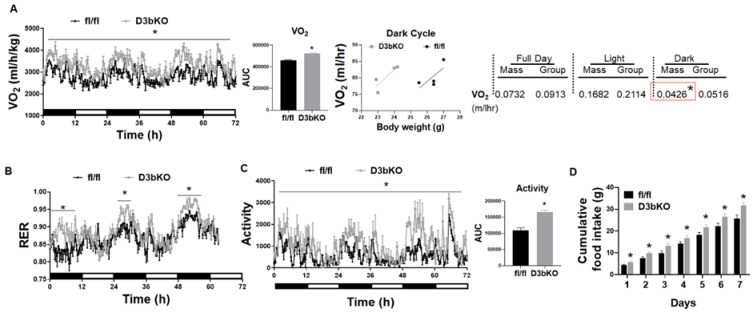
Dnmt3b deficiency in brown fat promotes energy expenditure in female mice fed a chow diet. Thirty-six week-old female D3bKO and fl/fl mice fed a chow diet were put in a TSE PhenoMaster metabolic cage system for metabolic characterization. (**A**) Oxygen consumption. The data of oxygen consumption was further analyzed by a regression-based analysis of covariance (ANCOVA) using the online software CalR at the website https://calrapp.org/ (accessed on 20 August 2021). The regression analysis of absolute VO2/hr against body weight was plotted (middle panel) and revealed a body weight-independent effect in the night cycle (*p* = 0.0426 right panel). (**B**) Respiratory exchange ratio (RER). (**C**) Locomotor activity. (**D**) Cumulative food intake. All data are expressed as mean ± SEM; *n* = 4/group; * *p* < 0.05 vs. fl/fl.

**Figure 3:**
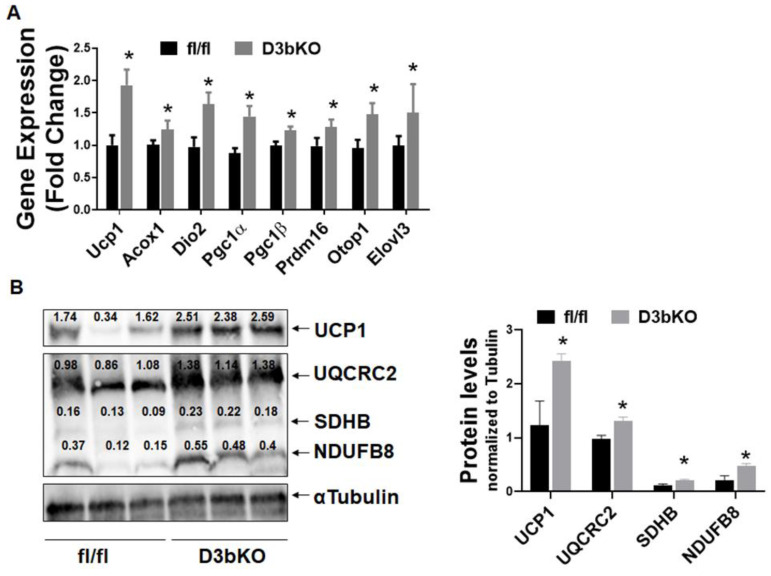
Dnmt3b deficiency promotes the brown fat thermogenic program in female mice. Five-week-old female D3bKO and littermate control fl/fl mice were put on a regular chow diet for 40 weeks. (**A**) Quantitative RT-PCR analysis of thermogenic gene expression in iBAT (*n* = 7/group). (**B**) Immunoblotting of UCP1 and mitochondrial respiratory chain complex proteins in iBAT (*n* = 3/group). The number on each band represents the ratio of the densitometry of the band, normalized by its corresponding control tubulin. All data are expressed as mean ± SEM; * *p* < 0.05 vs. fl/fl.

**Figure 4:**
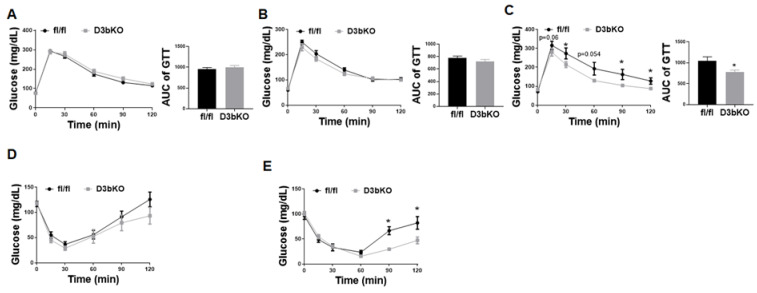
Dnmt3b deficiency in brown fat improves insulin sensitivity in aged female mice. Five-week-old female D3bKO and littermate control fl/fl mice were put on a regular chow diet for 40 weeks. (**A**) GTT in 17-week-old female D3bKO and fl/fl mice. (**B**) GTT in 20-week-old female D3bKO and fl/fl mice. (**C**) GTT in 36-week-old female D3bKO and fl/fl mice. (**D**) ITT in 21-week-old female D3bKO and fl/fl mice. (**E**) ITT in 37-week-old female D3bKO and fl/fl mice All data are expressed as mean ± SEM; *n* = 7–10/group; * *p* < 0.05 vs. fl/fl.

**Figure 5:**
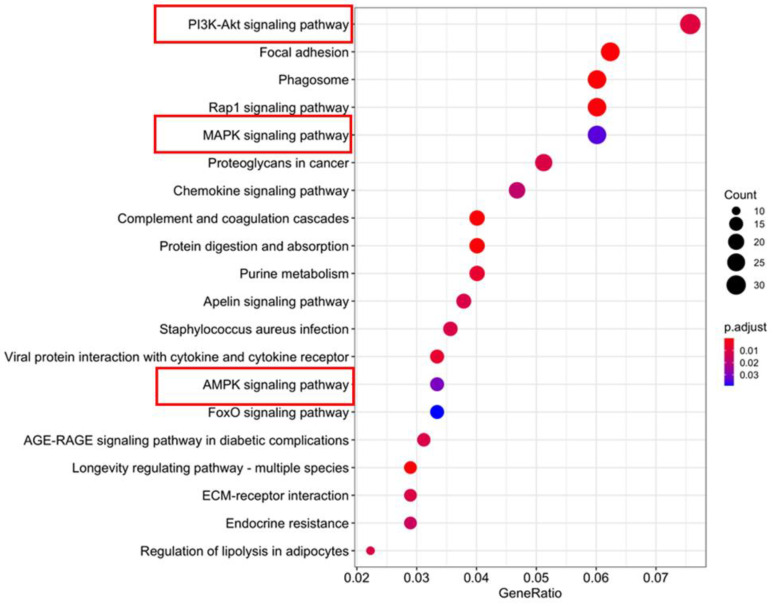
RNA-seq analysis reveals an upregulation of the PI3-Akt signaling pathway in the iBAT of female D3bKO and fl/fl mice fed a chow diet. Five-week-old female D3bKO and littermate control fl/fl mice were put on a regular chow diet for 40 weeks. RNA-seq analysis was conducted using the iBAT of 40-week-old female D3bKO and fl/fl mice.

**Figure 6:**
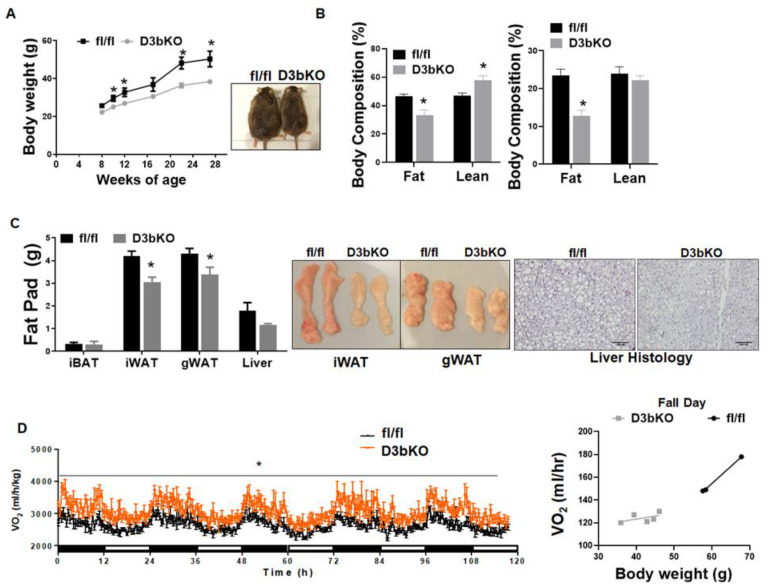
Dnmt3b deficiency in brown fat prevents HFD-induced obesity in female mice. Eight-week-old female D3bKO and littermate control fl/fl mice were put on an HFD for 20 weeks. (**A**) Body weight growth curve in female D3bKO and fl/fl mice. (**B**) Body composition measured by a Bruker NMR body composition analyzer in female D3bKO and fl/fl mice. (**C**) Organ weight of interscapular brown adipose tissue (iBAT), inguinal white adipose tissue (iWAT), gonadal WAT (gWAT), and liver in the female D3bKO and fl/fl mice fed HFD. H&E staining of liver in female D3bKO and fl/fl mice (right panel). (**D**) Oxygen consumption measured by a TSE PhenoMaster metabolic cage system. The data of oxygen consumption were further analyzed by regression-based analysis of covariance (ANCOVA) using the online software CalR at the website https://calrapp.org/ (accessed on 20 August 2021). The regression analysis of absolute VO2/hr against body weight was plotted (right panel) and revealed a body weight-dependent effect (ANCOVA *p* = 0.45). All data are expressed as mean ± SEM; *n* = 4–6/group; * *p* < 0.05 vs. fl/fl.

**Figure 7:**
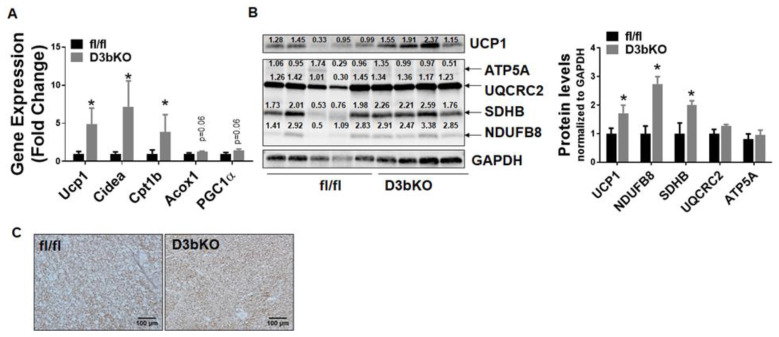
Dnmt3b deficiency promotes the brown fat thermogenic program in female mice fed HFD. Eight-week-old female D3bKO and littermate control fl/fl mice were put on an HFD for 20 weeks. (**A**) Quantitative RT-PCR analysis of thermogenic gene expression in iBAT (*n* = 4–6/group). (**B**) Immunoblotting of UCP1 and mitochondrial respiratory chain complex proteins in iBAT (*n* = 4–5/group). The number on each band represents the ratio of the densitometry of the band, normalized by its corresponding control GAPDH. (**C**) Immunohistochemical (IHC) staining of UCP1 in iBAT. All data are expressed as mean ± SEM; * *p* < 0.05 vs. fl/fl.

**Figure 8:**
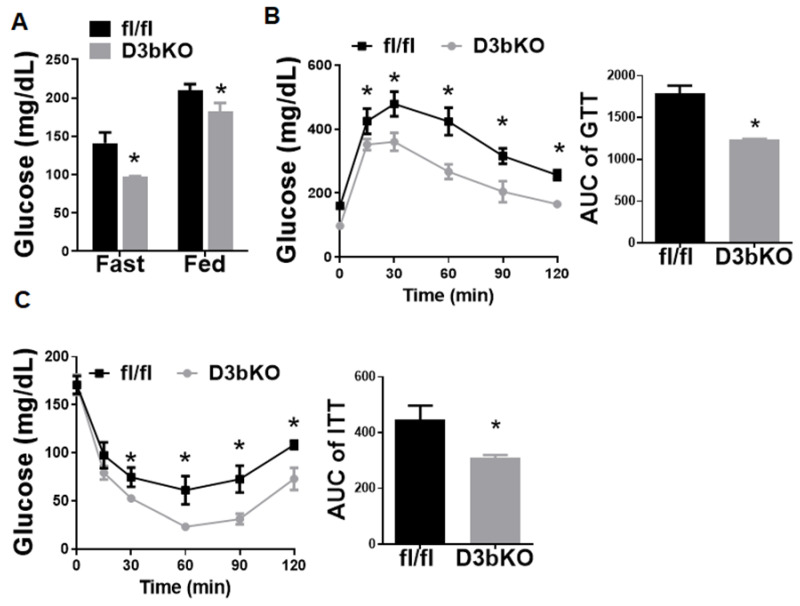
Dnmt3b deficiency in brown fat improves insulin sensitivity in female mice fed HFD. Eight-week-old female D3bKO and littermate control fl/fl mice were put on an HFD for 20 weeks. (**A**) Fasting and fed glucose levels. (**B**) GTT in 24-week-old female D3bKO and fl/fl mice. (**C**) ITT in 26-week-old female D3bKO and fl/fl mice. All data are expressed as mean ± SEM; *n* = 4–6/group; * *p* < 0.05 vs. fl/fl.

## Data Availability

All datasets will be available upon request to the corresponding authors Drs. Hang Shi and Bingzhong Xue.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/life11121325/s1, Figure S1: Dnmt3b, Dnmt3a and Dnmt1 mRNA levels in the interscapular BAT (iBAT) of female D3bKO and fl/fl mice (*n* = 4/group). All data are expressed as mean ± SEM; * *p* < 0.05 vs. fl/fl. Figure S2: Metabolic characterization of female D3bKO and fl/fl control mice on HFD. 8-week old female D3bKO and their littermate control fl/fl mice were put on HFD for 20 weeks. Respiratory exchange ratio (RER) (A), locomotor activity (B), and food intake (C) were measured by TSE PhenoMaster metabolic cage systems in female D3bKO and fl/fl mice fed HFD. All data are expressed as mean ± SEM; *n* = 4/group; * *p* < 0.05 vs. fl/fl. Figure S3: Dnmt3b deficiency in brown fat does not change body weight in male mice. 5-week old male D3bKO and their littermate control fl/fl mice were put on a regular chow diet for 25 weeks. (A) Body weight growth curve in male D3bKO and fl/fl mice. (B) Body composition measured by a Bruker NMR body composition analyzer in male D3bKO and fl/fl mice. (C) Organ weight of interscapular brown adipose tissue (iBAT), inguinal white adipose tissue (iWAT), gonadal WAT (gWAT), retroperitoneal WAT (rWAT), and liver in female D3bKO and fl/fl mice. All data are expressed as mean ± SEM; *n* = 8–11/group; * *p* < 0.05 vs. fl/fl. Figure S4: Dnmt3b deficiency in brown fat does not change energy expenditure in male mice. 29-week old male D3bKO and fl/fl mice fed chow diet were put in TSE PhenoMaster metabolic cage system for the metabolic characterization. (A) Oxygen consumption. (B) Respiratory exchange ratio (RER). (C) Locomotor activity. (D) Cumulative food intake. All data are expressed as mean ± SEM; *n* = 4/group. Figure S5: Dnmt3b deficiency reduces UCP1 protein levels in the iBAT of male mice. 5-week old male D3bKO and their littermate control fl/fl mice were put on a regular chow diet for 25 weeks. All data are expressed as mean ± SEM; *n* = 4/group; * *p* < 0.05 vs. fl/fl. Figure S6: Dnmt3b deficiency in brown fat causes insulin resistance in male mice. 5-week old male D3bKO and their littermate control fl/fl mice were put on a regular chow diet for 25 weeks. (A) Fasting and fed glucose levels. (B) Glucose tolerance test (GTT) in 26-week male D3bKO and fl/fl mice. (C) Insulin tolerance test (ITT) in 28-week old male D3bKO and fl/fl mice. All data are expressed as mean ± SEM; *n* = 8–11/group. Table S1: TaqMan primers/probes from Applied Biosystems.

## References

[1] Hill J.O., Wyatt H.R., Peters J.C. (2012). Energy balance and obesity. Circulation.

[2] Lowell B.B., Spiegelman B.M. (2000). Towards a molecular understanding of adaptive thermogenesis. Nat. Cell Biol..

[3] Donahoo W., Levine A.J., Melanson E.L. (2004). Variability in energy expenditure and its components. Curr. Opin. Clin. Nutr. Metab. Care.

[4] Cannon B., Nedergaard J. (1985). The biochemistry of an inefficient tissue: Brown adipose tissue. Essays Biochem..

[5] Nicholls D.G., Locke R.M. (1984). Thermogenic mechanisms in brown fat. Physiol. Rev..

[6] Kazak L., Chouchani E.T., Jedrychowski M.P., Erickson B., Shinoda K., Cohen P., Vetrivelan R., Lu G.Z., Laznik-Bogoslavski D., Hasenfuss S.C. (2015). A Creatine-Driven Substrate Cycle Enhances Energy Expenditure and Thermogenesis in Beige Fat. Cell.

[7] Ikeda K., Kang Q., Yoneshiro T., Camporez J.P., Maki H., Homma M., Shinoda K., Chen Y., Lu X., Maretich P. (2017). UCP1-independent signaling involving SERCA2b-mediated calcium cycling regulates beige fat thermogenesis and systemic glucose homeostasis. Nat. Med..

[8] Ishibashi J., Seale P. (2010). Medicine. Beige can be slimming. Science.

[9] Petrovic N., Walden T.B., Shabalina I.G., Timmons J.A., Cannon B., Nedergaard J. (2010). Chronic peroxisome proliferator-activated receptor gamma (PPARgamma) activation of epididymally derived white adipocyte cultures reveals a population of thermogenically competent, UCP1-containing adipocytes molecularly distinct from classic brown adipocytes. J. Biol. Chem..

[10] Wu J., Bostrom P., Sparks L.M., Ye L., Choi J.H., Giang A.H., Khandekar M., Virtanen K.A., Nuutila P., Schaart G. (2012). Beige adipocytes are a distinct type of thermogenic fat cell in mouse and human. Cell.

[11] Brito M.N., Brito N.A., Baro D.J., Song C.K., Bartness T.J. (2007). Differential Activation of the Sympathetic Innervation of Adipose Tissues by Melanocortin Receptor Stimulation. Endocrinology.

[12] Brito N.A., Brito M.N., Bartness T.J. (2008). Differential sympathetic drive to adipose tissues after food deprivation, cold exposure or glucoprivation. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[13] Cohen P., Levy J.D., Zhang Y., Frontini A., Kolodin D.P., Svensson K.J., Lo J.C., Zeng X., Ye L., Khandekar M.J. (2014). Ablation of PRDM16 and beige adipose causes metabolic dysfunction and a subcutaneous to visceral fat switch. Cell.

[14] Feldmann H.M., Golozoubova V., Cannon B., Nedergaard J. (2009). UCP1 ablation induces obesity and abolishes diet-induced thermogenesis in mice exempt from thermal stress by living at thermoneutrality. Cell Metab..

[15] Seale P., Conroe H.M., Estall J., Kajimura S., Frontini A., Ishibashi J., Cohen P., Cinti S., Spiegelman B.M. (2011). Prdm16 determines the thermogenic program of subcutaneous white adipose tissue in mice. J. Clin. Investig..

[16] Cypess A.M., Lehman S., Williams G., Tal I., Rodman D., Goldfine A.B., Kuo F.C., Palmer E.L., Tseng Y.H., Doria A. (2009). Identification and importance of brown adipose tissue in adult humans. N. Engl. J. Med..

[17] van Marken Lichtenbelt W.D., Vanhommerig J.W., Smulders N.M., Drossaerts J.M., Kemerink G.J., Bouvy N.D., Schrauwen P., Teule G.J. (2009). Cold-activated brown adipose tissue in healthy men. N. Engl. J. Med..

[18] Virtanen K.A., Lidell M.E., Orava J., Heglind M., Westergren R., Niemi T., Taittonen M., Laine J., Savisto N.J., Enerback S. (2009). Functional brown adipose tissue in healthy adults. N. Engl. J. Med..

[19] Edwards T.M., Myers J.P. (2007). Environmental exposures and gene regulation in disease etiology. Environ. Health Perspect..

[20] Skinner M.K., Manikkam M., Guerrero-Bosagna C. (2010). Epigenetic transgenerational actions of environmental factors in disease etiology. Trends Endocrinol. Metab..

[21] Luczak M.W., Jagodzinski P.P. (2006). The role of DNA methylation in cancer development. Folia Histochem. Cytobiol..

[22] Suzuki M.M., Bird A. (2008). DNA methylation landscapes: Provocative insights from epigenomics. Nat. Rev. Genet..

[23] Jing J., Li F., Zha L., Yang X., Wu R., Wang S., Xue B., Shi H. (2020). The histone methyltransferase Suv39h regulates 3T3-L1 adipogenesis. Adipocyte.

[24] Yang X., Wu R., Shan W., Yu L., Xue B., Shi H. (2016). DNA Methylation Biphasically Regulates 3T3-L1 Preadipocyte Differentiation. Mol. Endocrinol..

[25] Chen Y.S., Wu R., Yang X., Kou S., MacDougald O.A., Yu L., Shi H., Xue B. (2016). Inhibiting DNA methylation switches adipogenesis to osteoblastogenesis by activating Wnt10a. Sci. Rep..

[26] Li F., Wu R., Cui X., Zha L., Yu L., Shi H., Xue B. (2016). Histone Deacetylase 1 (HDAC1) Negatively Regulates Thermogenic Program in Brown Adipocytes via Coordinated Regulation of Histone H3 Lysine 27 (H3K27) Deacetylation and Methylation. J. Biol. Chem..

[27] Zha L., Li F., Wu R., Artinian L., Rehder V., Yu L., Liang H., Xue B., Shi H. (2015). The Histone Demethylase UTX Promotes Brown Adipocyte Thermogenic Program Via Coordinated Regulation of H3K27 Demethylation and Acetylation. J. Biol. Chem..

[28] Li F., Jing J., Movahed M., Cui X., Cao Q., Wu R., Chen Z., Yu L., Pan Y., Shi H. (2020). Epigenetic Interaction between UTX and DNMT1 Regulates Diet-Induced Myogenic Remodeling in Brown Fat. bioRxiv.

[29] Dodge J.E., Okano M., Dick F., Tsujimoto N., Chen T., Wang S., Ueda Y., Dyson N., Li E. (2005). Inactivation of Dnmt3b in mouse embryonic fibroblasts results in DNA hypomethylation, chromosomal instability, and spontaneous immortalization. J. Biol. Chem..

[30] Mina A.I., LeClair R.A., LeClair K.B., Cohen D.E., Lantier L., Banks A.S. (2018). CalR: A Web-Based Analysis Tool for Indirect Calorimetry Experiments. Cell Metab..

[31] Wang X., Cao Q., Yu L., Shi H., Xue B., Shi H. (2016). Epigenetic regulation of macrophage polarization and inflammation by DNA methylation in obesity. JCI Insight.

[32] Wang S., Cao Q., Cui X., Jing J., Li F., Shi H., Xue B., Shi H. (2021). Dnmt3b Deficiency in Myf5+-Brown Fat Precursor Cells Promotes Obesity in Female Mice. Biomolecules.

[33] Nguyen N.L., Barr C.L., Ryu V., Cao Q., Xue B., Bartness T.J. (2017). Separate and shared sympathetic outflow to white and brown fat coordinately regulates thermoregulation and beige adipocyte recruitment. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[34] Cao Q., Jing J., Cui X., Shi H., Xue B. (2019). Sympathetic nerve innervation is required for beigeing in white fat. Physiol. Rep..

[35] Muller T.D., Klingenspor M., Tschop M.H. (2021). Revisiting energy expenditure: How to correct mouse metabolic rate for body mass. Nat. Metab..

[36] Campion J., Milagro F.I., Martinez J.A. (2009). Individuality and epigenetics in obesity. Obes. Rev..

[37] Holness M.J., Sugden M.C. (2006). Epigenetic regulation of metabolism in children born small for gestational age. Curr. Opin. Clin. Nutr. Metab. Care.

[38] Ling C., Groop L. (2009). Epigenetics: A molecular link between environmental factors and type 2 diabetes. Diabetes.

[39] Maier S., Olek A. (2002). Diabetes: A candidate disease for efficient DNA methylation profiling. J. Nutr..

[40] Szarc vel Szic K., Ndlovu M.N., Haegeman G., Vanden Berghe W. (2010). Nature or nurture: Let food be your epigenetic medicine in chronic inflammatory disorders. Biochem. Pharmacol..

[41] Noer A., Boquest A.C., Collas P. (2007). Dynamics of adipogenic promoter DNA methylation during clonal culture of human adipose stem cells to senescence. BMC Cell Biol..

[42] Barres R., Yan J., Egan B., Treebak J.T., Rasmussen M., Fritz T., Caidahl K., Krook A., O’Gorman D.J., Zierath J.R. (2012). Acute exercise remodels promoter methylation in human skeletal muscle. Cell Metab..

[43] Barres R., Osler M.E., Yan J., Rune A., Fritz T., Caidahl K., Krook A., Zierath J.R. (2009). Non-CpG methylation of the PGC-1alpha promoter through DNMT3B controls mitochondrial density. Cell Metab..

[44] Milagro F.I., Campion J., Garcia-Diaz D.F., Goyenechea E., Paternain L., Martinez J.A. (2009). High fat diet-induced obesity modifies the methylation pattern of leptin promoter in rats. J. Physiol. Biochem..

[45] Bruggeman E.C., Garretson J.T., Wu R., Shi H., Xue B. (2018). Neuronal Dnmt1 Deficiency Attenuates Diet-Induced Obesity in Mice. Endocrinology.

[46] Cao Q., Wang X., Jia L., Mondal A.K., Diallo A., Hawkins G.A., Das S.K., Parks J.S., Yu L., Shi H. (2014). Inhibiting DNA Methylation by 5-Aza-2′-deoxycytidine ameliorates atherosclerosis through suppressing macrophage inflammation. Endocrinology.

[47] Yang X., Wang X., Liu D., Yu L., Xue B., Shi H. (2014). Epigenetic regulation of macrophage polarization by DNA methyltransferase 3b. Mol. Endocrinol..

[48] Yang Q., Liang X., Sun X., Zhang L., Fu X., Rogers C.J., Berim A., Zhang S., Wang S., Wang B. (2016). AMPK/alpha-Ketoglutarate Axis Dynamically Mediates DNA Demethylation in the Prdm16 Promoter and Brown Adipogenesis. Cell Metab..

[49] Michael L.F., Wu Z., Cheatham R.B., Puigserver P., Adelmant G., Lehman J.J., Kelly D.P., Spiegelman B.M. (2001). Restoration of insulin-sensitive glucose transporter (GLUT4) gene expression in muscle cells by the transcriptional coactivator PGC-1. Proc. Natl. Acad. Sci. USA.

[50] Shore A., Karamitri A., Kemp P., Speakman J.R., Lomax M.A. (2010). Role of Ucp1 enhancer methylation and chromatin remodelling in the control of Ucp1 expression in murine adipose tissue. Diabetologia.

[51] Gallagher D., Heymsfield S.B., Heo M., Jebb S.A., Murgatroyd P.R., Sakamoto Y. (2000). Healthy percentage body fat ranges: An approach for developing guidelines based on body mass index. Am. J. Clin. Nutr..

[52] Palmer B.F., Clegg D.J. (2015). The sexual dimorphism of obesity. Mol. Cell. Endocrinol..

[53] Schmidt S.L., Bessesen D.H., Stotz S., Peelor F.F., Miller B.F., Horton T.J. (2014). Adrenergic control of lipolysis in women compared with men. J. Appl. Physiol..

[54] Monteiro R., Teixeira D., Calhau C. (2014). Estrogen signaling in metabolic inflammation. Mediators Inflamm..

# Supplementary material for: Brown Fat Dnmt3b Deficiency Ameliorates Obesity in Female Mice
**Source:** Life (Basel). 2021 Nov 30;11(12):1325. doi: 10.3390/life11121325
**Supplement:** Supplementary file 1

Supplementary Materials: Brown Fat Dnmt3b Deficiency Ameliorates Obesity in Female Mice

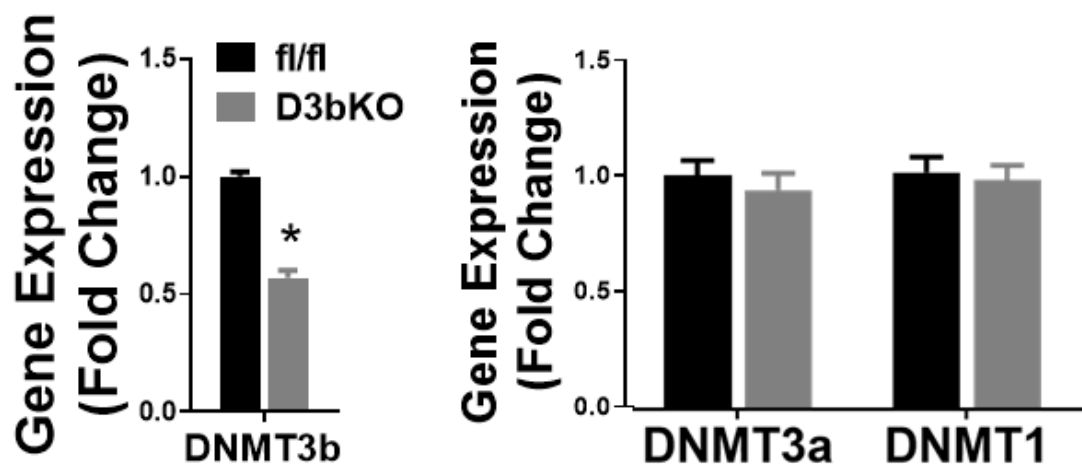

Figure S1. Dnmt3b, Dnmt3a and Dnmt1 mRNA levels in the interscapular BAT (iBAT) of female D3bKO and fl/fl mice (n = 4/group). All data are expressed as mean $\pm$ SEM; * p < 0.05 vs. fl/fl.

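These mRNA levels were measured by RT-PCR for the DNA methyltransferases of brown fat. Dnmt3b and Dnmt3a encode the enzymes that place new methyl groups on CpG sites, and Dnmt1 encodes the enzyme that copies existing methylation during DNA replication. In NCBIM37 (mm9), Dnmt3a lies on chromosome 12 from 3806007 to 3914443 on the plus strand, and Dnmt1 on chromosome 9 from 20711650 to 20757317 on the minus strand. The RNA was extracted from the whole tissue, while the Cre of this model is expressed in UCP1-positive adipocytes. The supplement does not give the exons that the Dnmt3b assay covers.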

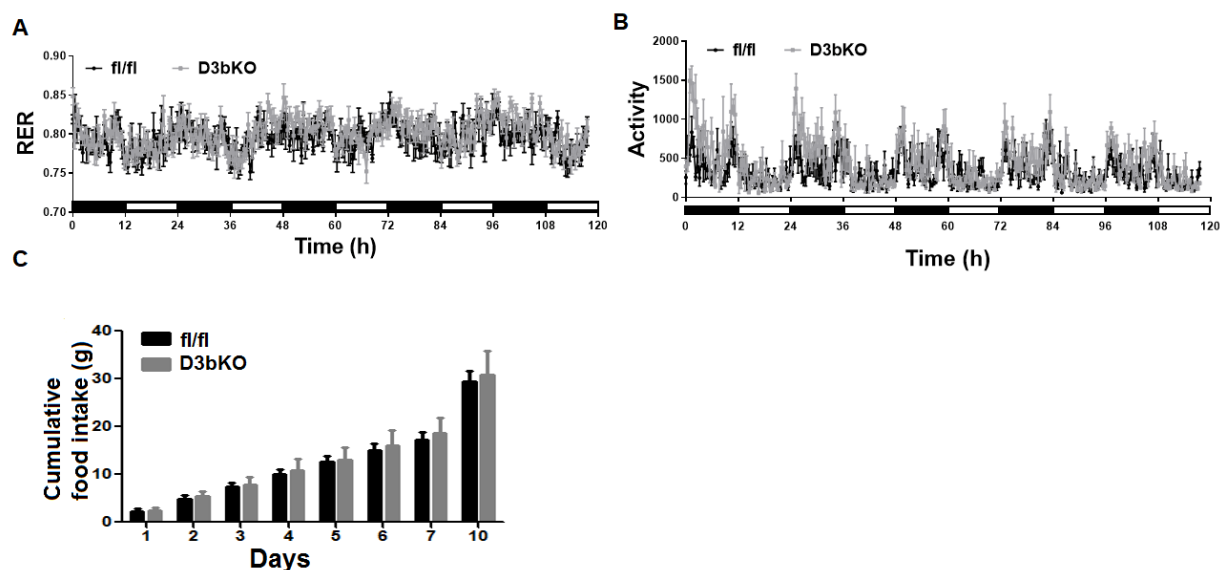

Figure S2. Metabolic characterization of female D3bKO and fl/fl control mice on HFD. 8-week old female D3bKO and their littermate control fl/fl mice were put on HFD for 20 weeks. Respiratory exchange ratio (RER) (A), locomotor activity (B), and food intake (C) were measured by TSE PhenoMaster metabolic cage systems in female D3bKO and fl/fl mice fed HFD. All data are expressed as mean $\pm$ SEM; n = 4/group; * p < 0.05 vs. fl/fl.

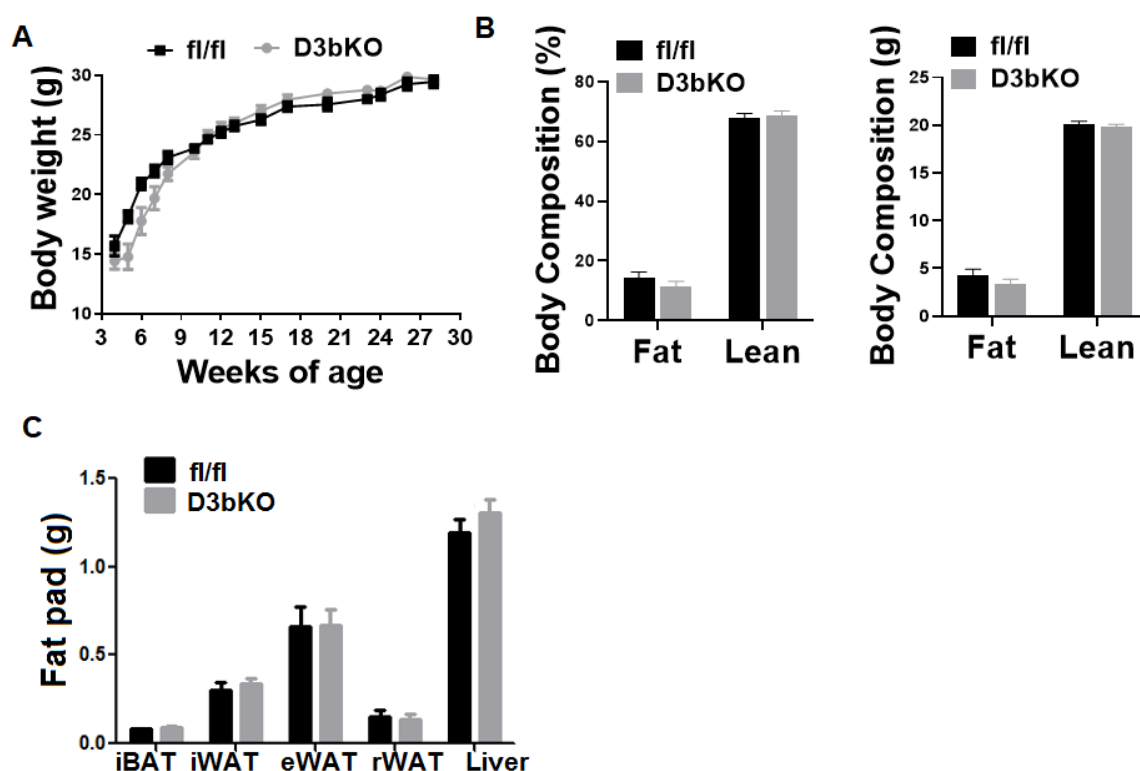

Figure S3. *Dnmt3b* deficiency in brown fat does not change body weight in male mice. 5-week old male *D3bKO* and their littermate control *fl/fl* mice were put on a regular chow diet for 25 weeks. (A) Body weight growth curve in male *D3bKO* and *fl/fl* mice. (B) Body composition measured by a Bruker NMR body composition analyzer in male *D3bKO* and *fl/fl* mice. (C) Organ weight of interscapular brown adipose tissue (iBAT), inguinal white adipose tissue (iWAT), gonadal WAT (gWAT), retroperitoneal WAT (rWAT), and liver in male *D3bKO* and *fl/fl* mice. All data are expressed as mean $\pm$ SEM; $n = 8\text{--}11/\text{group}$; $*p < 0.05$ vs. *fl/fl*.

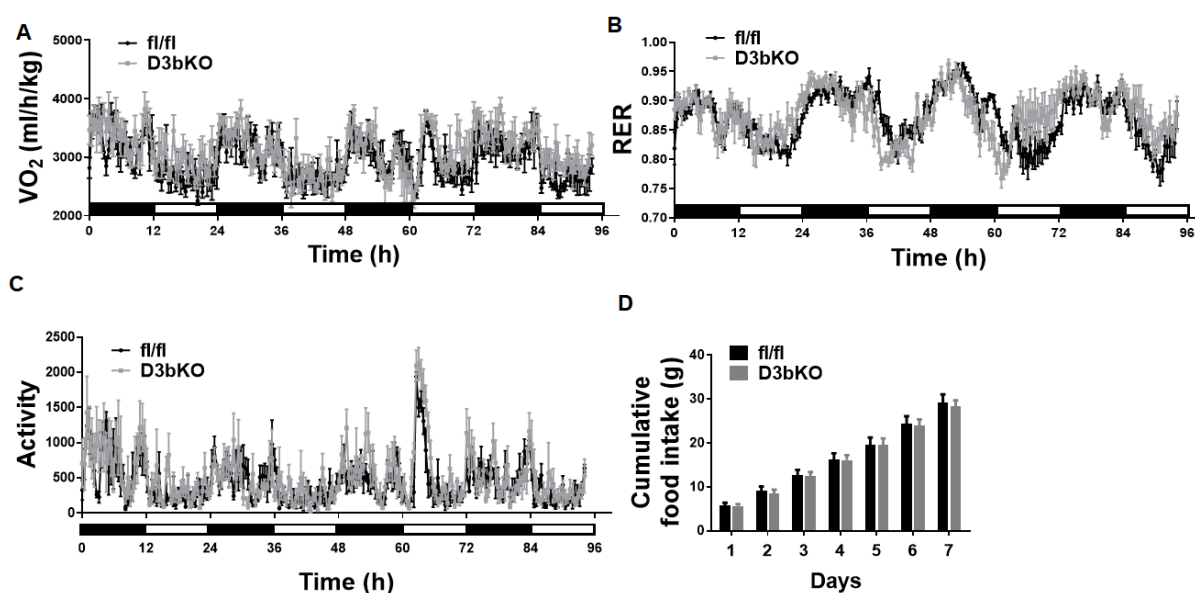

Figure S4. *Dnmt3b* deficiency in brown fat does not change energy expenditure in male mice. 29-week old male *D3bKO* and *fl/fl* mice fed a chow diet were put in TSE PhenoMaster metabolic cage system for the metabolic characterization. (A) Oxygen consumption. (B) Respiratory exchange ratio (RER). (C) Locomotor activity. (D) Cumulative food intake. All data are expressed as mean $\pm$ SEM; $n = 4/\text{group}$.

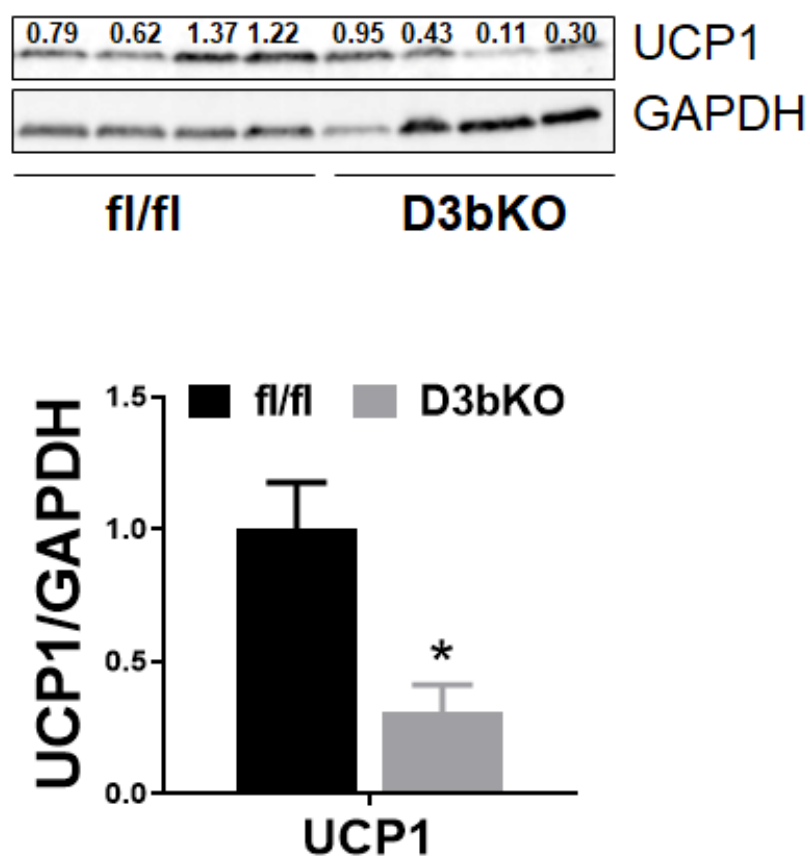

Figure S5. Dnmt3b deficiency reduces UCP1 protein levels in the iBAT of male mice. 5-week old male D3bKO and their littermate control fl/fl mice were put on a regular chow diet for 25 weeks. All data are expressed as mean ± SEM; n = 4/group; *p < 0.05 vs. fl/fl.

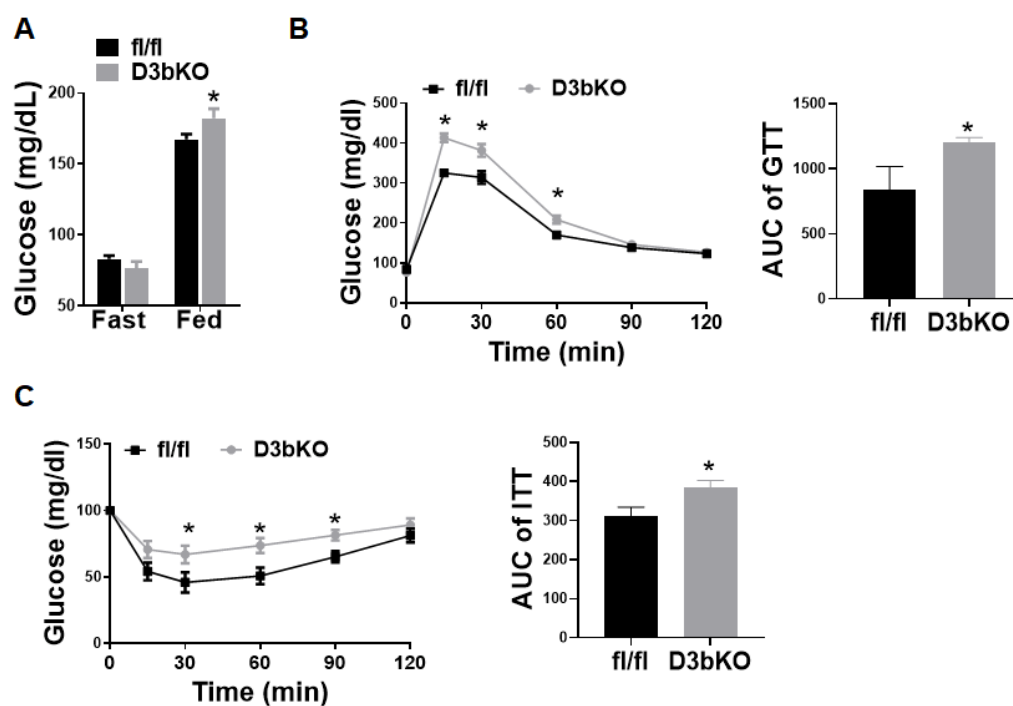

Figure S6. Dnmt3b deficiency in brown fat causes insulin resistance in male mice. 5-week old male D3bKO and their littermate control fl/fl mice were put on a regular chow diet for 25 weeks. **(A)** Fasting and fed glucose levels. **(B)** Glucose tolerance test (GTT) in 26-week male D3bKO and fl/fl mice. **(C)** Insulin tolerance test (ITT) in 28-week old male D3bKO and fl/fl mice. All data are expressed as mean $\pm$ SEM; n = 8–11/group.

Table S1. TaqMan primers/probes from Applied Biosystems.

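The assays of Table S1 are predesigned TaqMan primer and probe sets, listed by gene symbol and catalog number. The names Pgc1a and Pgc1b stand for Ppargc1a and Ppargc1b, which encode coactivators of mitochondrial and thermogenic genes. In NCBIM37 (mm9), Ppargc1a lies on chromosome 5 from 51845488 to 51958964 and Ppargc1b on chromosome 18 from 61457790 to 61560085, both on the minus strand. Prdm16, a transcriptional regulator of brown fat identity, lies on chromosome 4 from 153690234 to 154010982 on the minus strand. Dio2, the deiodinase that makes active thyroid hormone within brown fat, lies on chromosome 12 from 91962994 to 91976878 on the minus strand. Cidea, a protein of the lipid droplet that is abundant in brown adipocytes, lies on chromosome 18 from 67503218 to 67527448 on the plus strand. Cpt1b, the carnitine palmitoyltransferase of muscle and brown fat mitochondria, lies on chromosome 15 from 89246836 to 89256294 on the minus strand. Elovl3, an elongase of very long chain fatty acids, lies on chromosome 19 from 46206387 to 46210184, and Otop1, a proton channel, on chromosome 5 from 38667211 to 38695448, both on the plus strand.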

Gene Symbol	Company	Catalog #
Dnmt3b	ABI	Mm01240111_g1
Acox1	ABI	Mm01246834_m1
Cidea	ABI	Mm00432554_m1
Dio2	ABI	Mm00515644_m1
Pgc1a	ABI	Mm01208835_m1
Pgc1b	ABI	Mm00504720_m1
Prdm16	ABI	Mm00712556_m1
Cpt1b	ABI	Mm00487191_g1
Otop1	ABI	Mm00554705_m1
Elovl3	ABI	Mm01194165_g1

How the deposited data were processed for this re-analysis (not part of the article)

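The deposited expression data analysed here came from 2 RNA-seq libraries of brown adipose tissue, 1 from a fl/fl mouse sample and 1 from a 3bKO sample. The labels give both as fed a diet with 60% fat for 20 weeks, and name neither the Cre line nor the sex. The name under which the table was deposited sets Myf5 against D3b, without saying which of these stands for fl/fl and which for 3bKO. Values were assigned to fl/fl and 3bKO by the column headings alone, which hold the sample titles. Every direction given here rests on those headings. The paper cites a separate Dnmt3b model made with Myf5-Cre, in brown fat-skeletal muscle lineage cells. Whether the 3bKO library comes from that model or from the Ucp1-Cre model of the paper is not known. The RNA-seq experiment of the paper used female D3bKO and fl/fl mice on a regular chow diet for 40 weeks. The paper also fed female mice a high-fat diet, with 60% of calories from fat, for 20 weeks, but describes no RNA-seq of them. The labels and the RNA-seq experiment differ in diet and time. The table differs from the paper in its unit, genome build and number of genes. For these reasons the libraries could not be matched to that experiment. Values from these libraries are therefore given only in the additional observations. Where they are set beside values of the paper there, the samples may be unlike.

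The values are FPKM, calculated by the authors, which scales the fragments of a gene by its transcript length and by the mapped fragments of the library. The submitters' processing notes name RSEM, a program that estimates transcript abundance, and the build mm10, with no version. The paper describes another route for its own RNA-seq, in which reads were mapped to mm9 with SOAPaligner/SOAP2 and expressed as RPKM. The table lists 628 genes, 512 higher and 116 lower in 3bKO, and holds no fold change, p-value or FDR. The smallest absolute log2 ratio in it is 0.50, and 304 of the genes differ by 2-fold or less. The name of the deposited table marks it as a filtered list of differentially expressed genes, but the filter is not given in the sources used here. Gene identifiers were paired with symbols from the RefSeq annotation of GRCm38.p6, the build that mm10 names, and 627 of 628 matched. Of these, 611 are protein coding, 10 are long noncoding RNAs and 6 are transcribed pseudogenes. The lowest value, 0.01, is a floor, at which 20 genes stand in fl/fl and 3 in 3bKO. No fold change is given for a gene at the floor.

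With 1 library per genotype there is no replicate error, so no p-value or interval was computed, and a ratio compares 2 libraries, not 2 genotypes. The depth of the libraries is not given in the sources used here. FPKM values are relative within a library, so that a group of abundant transcripts in one library lowers the values of all others in it. Ratios were the 3bKO value over the fl/fl value. Genes more than 2-fold higher, or lower by more than 50%, were counted, as in the thresholds of the paper. The paper also required an FDR below 0.001, which could not be applied. Fold thresholds of 1.5, 3 and 4, a minimum of 1 FPKM in the higher or in both libraries, and pseudocounts of 0.1 and 1 were tried as alternatives.

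Before the data were examined, 21 gene lists were fixed (thermogenic genes, DNA methyltransferases, respiratory chain, PI3K-Akt, MAPK and AMPK signaling, insulin response, lipid synthesis, lipolysis and oxidation, and markers of white adipocytes, skeletal muscle, macrophages, lymphocytes, blood cells, extracellular matrix, nerve, endothelium, immediate early response, circadian clock, estrogen response and other tissues). Since the table holds only selected genes, list members were counted and no enrichment was tested. The genes named are 19 taken from the paper, the 10 largest ratios each way among genes past 2-fold with at least 1 FPKM in both libraries, and up to 4 members per list past 2-fold. Any other gene named was chosen after its values were seen.

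Positions of genes, exons and RT-PCR oligonucleotides came from NCBIM37 (mm9), the build the paper names, with GENCODE vM1. Of the genes assayed by RT-PCR, 1 is not reported here. Oligonucleotides were placed by exact match on both strands of the whole genome and on transcripts. For promoters, CpG sites were counted from 1000 bp upstream to 500 bp downstream of the start of the protein-coding transcript with the longest coding sequence. The CpG ratio is the observed number of CpG sites over that expected from the C and G content of the same window. It was compared with 22354 promoters of protein-coding genes and tested on simulated data. Calculations used Python 3.11.15 with NumPy 2.4.6, and the map was drawn with Matplotlib 3.10.9.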

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

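The comparisons that weigh explanations in this part were chosen after the values were seen, while the gene lists and their counts were not. The text of the paper does not discuss these gene groups in its RNA-seq results, though its pathway figure includes phagosome and ECM-receptor interaction. Each group stood above its level in the fl/fl control library. Of 59 skeletal muscle genes, 47 were among the 628 analysed, all of them higher in 3bKO, and 45 by more than 2-fold. Of 53 macrophage genes, 27 were analysed, all higher, and 18 by more than 2-fold. Of 41 extracellular matrix genes, 25 were analysed, all higher, and 15 by more than 2-fold. As a share of the whole table, 81.5% of the genes were higher in 3bKO, so that a list with no direction of its own would also be mostly higher. The table holds only selected genes, none with an absolute log2 ratio below 0.50. The other members of these lists have no value in it, so they cannot be called changed or unchanged.

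The summed FPKM of the muscle genes analysed was 286 in fl/fl and 3435 in 3bKO. Skeletal muscle tissue in the 3bKO pad is one candidate explanation, and a myogenic programme in the adipocytes, which the paper discusses for deletion of Dnmt1 or Dnmt3a in brown fat, is another. The paper also states that deletion of Dnmt3b with Myf5-Cre largely gives the phenotypes of those models, and the name of the deposited table refers to Myf5. Contractile genes of adult fibres were high in 3bKO, such as Acta1 at 412 FPKM and Tnnt3 at 440 FPKM. Of 6 regulators and developmental myosins (Myod1, Myog, Myf5, Myf6, Myh3 and Myh8), 0 were among the genes more than 2-fold higher, but a gene outside the table decides nothing. With 1 library of each genotype, attached muscle and a change within the adipocytes cannot be told apart, and neither the Cre line nor a mislabelled sample was tested.

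A lower share of brown adipocytes in the 3bKO tissue would raise the markers of every other cell type alike. The muscle list had a median log2 ratio of 4.77 over members above the floor, and the macrophage and matrix lists had medians of 1.14 and 1.05. The lower quartile of the muscle list exceeded the upper quartiles of both other lists by 2.75 on the log2 scale or more, which a single shift of this kind does not give. For the macrophage and matrix lists alone, the blood cell list was compared, since the same shift as the whole cause would raise it too. Of its 18 members only 3, all red blood cell genes, were analysed, and all 3 were lower in 3bKO. Their median log2 ratio was -1.10, and their upper quartile lay 1.73 below the lower quartiles of both lists or more. The table holds only absolute log2 ratios of 0.50 or more, so part of this gap follows from the direction of those 3 genes alone. The comparison therefore cannot exclude a lower share of adipocytes as the whole cause. The same shift would also raise the endothelial list, of which 1 of 14 members was analysed. This gene, Vwf, was higher in 3bKO at a log2 ratio of 0.60. The lower quartiles of the macrophage and matrix lists were 0.94 and 0.83, but 1 gene cannot decide the question. The lymphocyte and nerve lists had no member analysed, which decides nothing. A lower share of adipocytes together with less blood in the 3bKO sample was not tested, and a change in the macrophages and matrix themselves remains open.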

How the results depend on the processing

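Against 296 genes higher and 28 lower in 3bKO by more than 2-fold, the counts were 468 and 87 at a threshold of 1.5-fold, 175 and 16 at 3-fold, and 148 and 10 at 4-fold. With at least 1 FPKM in both libraries, 174 genes were higher. The other alternatives set before the data were examined kept both counts within 1.5 times the first ones. Of those added afterwards, taking every listed gene gave 512 higher and 116 lower, and leaving out the skeletal muscle list gave 251 and 28. At 3-fold and 4-fold the macrophage list fell from 18 higher genes to 3 and 1 and the matrix list from 15 to 2 and 1, and the muscle list fell from 45 to 24 with at least 1 FPKM in both libraries. The matrix list had 23 at 1.5-fold, and the other fold thresholds, minimums and pseudocounts kept these 3 lists within 1.5 times. The changes with the threshold and the minimum follow from how many genes each admits. Of 49 ratios of named genes, 17 moved by more than 1.5 times with a pseudocount of 1 and 1 with a pseudocount of 0.1. FDR thresholds of 1e-05 and 1e-10 were not run, since the table holds no FDR. The CpG ratios of the promoters moved by no more than 1.5 times in the other windows, all chosen after the data were examined, except that of Ppargc1a, which was 0.28 at the most upstream start. Without replicates or library depth, no setting shows how far a ratio would vary between animals.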

Differences from the paper's values

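The paper's counts are for D3bKO and fl/fl mice on chow and include an FDR threshold, whereas the libraries analysed here are labelled as from mice on a high-fat diet and were counted by fold change alone. The paper gives 928 genes that differed, and 324 of the genes analysed here differed by more than 2-fold. None of the alternatives set before the data were examined brought this total within 1.5 times that of the paper. The paper gives 513 upregulated genes, and 296 were higher here. A threshold of 1.5-fold gave 468, within 1.5 times the value of the paper, and the other alternatives set before the data were examined did not come as close. The paper gives 415 downregulated genes, and 28 were lower here, with no alternative within 1.5 times. Every listed gene taken together, an alternative chosen after seeing the values, gave 628 genes in all, within 1.5 times the 928 of the paper, with 512 higher, next to its 513, but 116 lower. Which of the called genes of the paper are among them is not known.

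For single genes, the paper reports higher expression of Dio2 and Pgc1α by RT-PCR in D3bKO iBAT on chow. The libraries analysed here are labelled as from mice on a high-fat diet, and the Cre line of the 3bKO library is not known. In them, Dio2 was 48.0 FPKM in fl/fl and 20.6 FPKM in 3bKO, and Ppargc1a was 32.5 FPKM and 17.5 FPKM. On a high-fat diet the paper reports RT-PCR increases of genes including Ucp1, Cidea and Cpt1b, none of which was among the genes analysed here. The paper reports no change of Dnmt3a mRNA, and here Dnmt3a was 3.82 FPKM in fl/fl and 6.2 FPKM in 3bKO. From pathway enrichment of its called genes, the paper reports upregulation of the PI3K-Akt, MAPK and AMPK pathways. Here enrichment was not tested, and members of lists fixed for this re-analysis were counted, which is a different measure. Of these lists, 8, 5 and 1 members were higher in 3bKO by more than 2-fold and 2, 2 and 0 were lower. With a pseudocount of 1 the PI3K-Akt list had 3 higher and 0 lower, and with at least 1 FPKM in both libraries the MAPK list had 0 higher and 2 lower. At any listed ratio, counted after seeing the values, 20 of 24, 9 of 12 and 4 of 7 members were higher, beside 81.5% of all genes in the table. In the discussion, the paper describes the promoters of Prdm16, Pgc1α and Ucp1 as enriched with CpG sites. For the estrogen receptor it names the 5′ region as well as the promoter, without giving their extent. The window used here, from 1000 bp upstream to 500 bp downstream of 1 start, may not cover that region. The CpG ratio of the Prdm16 promoter was 0.96, higher than in 98.6% of promoters, whereas those of Ucp1 at 0.40, Esr1 at 0.35 and Ppargc1a at 0.17 were below the median promoter, at 0.49. The ratio over the autosomes was 0.19, below those of Ucp1 and Esr1 and above that of Ppargc1a in this window. The paper does not say against what the sites are enriched. Against the autosomes, Prdm16, Ucp1 and Esr1 all had a higher ratio. At its most upstream start, a window chosen after seeing the values, Ppargc1a had a ratio of 0.28.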

Other observations

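In the 2 libraries of brown adipose tissue labelled as from mice fed a high-fat diet, the 10 largest increases among genes with at least 1 FPKM in both libraries were all those of genes on the skeletal muscle list. Tnnc2, a fast troponin, was 5.75 FPKM in fl/fl and 226 FPKM in 3bKO, and Acta1, skeletal muscle actin, was 10.5 FPKM and 412 FPKM. Of the same list, Tnnt1 and Myl3 were listed at the floor of 0.01 in fl/fl and at 48.6 FPKM and 21.5 FPKM in 3bKO. Of 53 macrophage genes, the 27 analysed were higher in 3bKO, 18 by more than 2-fold and 3 by more than 3-fold, beside 81.5% of all genes in the table. Among them were Trem2, a lipid receptor of macrophages, at 2.37 FPKM in fl/fl and 7.95 FPKM in 3bKO, and Gpnmb at 5.67 FPKM and 16.9 FPKM. Of 41 matrix genes, the 25 analysed were higher too, 15 by more than 2-fold and 2 by more than 3-fold. Examples were the matrix metalloproteinase Mmp14 at 2.85 FPKM in fl/fl and 9.02 FPKM in 3bKO and Dpt at 30.9 FPKM and 75.7 FPKM. Figure 5 of the paper, for mice on chow, includes phagosome and ECM-receptor interaction among its pathways and shows no muscle pathway. Of 23 markers of white adipocytes, 6 were analysed. Of these, 4 were higher in 3bKO by more than 2-fold and 1 was lower, with 0 higher by more than 3-fold. Leptin (Lep) was 50.4 FPKM in fl/fl and 130 FPKM in 3bKO, and Nnat was 47.3 FPKM and 119 FPKM, whereas adipsin (Cfd) was 387 FPKM and 108 FPKM.

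Of 30 thermogenic genes, 7 were among those analysed, with 2 lower and 1 higher in 3bKO by more than 2-fold, and 6 lower and 1 higher at any listed ratio. Dio2 had a log2 ratio of -1.22, the fatty acid transporter Slc27a2 of -1.03 and Ppargc1a of -0.89. The other lower genes, chosen after their values were seen, were Gk at -0.67, Pdk4 at -0.55 and Kcnk3 at -0.52. Ckmt2, the mitochondrial creatine kinase that skeletal muscle also expresses, was the higher one, at 0.91 FPKM in fl/fl and 23.4 FPKM in 3bKO. Of 19 genes taken from the paper before the data were examined, mainly those it measured, Dnmt3a, Dio2 and Ppargc1a were among the 628 analysed, and Dnmt3b, Ucp1, Prdm16, Cidea and Cpt1b were not, so the deletion itself could not be checked in these libraries.

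In the PI3K-Akt list, 8 genes were higher and 2 lower by more than 2-fold, or 3 and 0 with a pseudocount of 1. At any listed ratio 20 were higher and 4 lower, with 8 of those 20 shared with the matrix list, including Col1a1 at 22.8 FPKM in fl/fl and 52.2 FPKM in 3bKO. The MAPK list had 5 higher and 2 lower by more than 2-fold, with 0 of the higher genes at 1 FPKM or more in both libraries. Among its higher genes were Cacna1s, the calcium channel of skeletal muscle, at 0.12 FPKM in fl/fl and 5.11 FPKM in 3bKO, and Flnc, a muscle filamin, at 0.46 FPKM and 6.02 FPKM. Their log2 ratios of 5.41 and 3.71 were 2.45 and 2.27 with a pseudocount of 1. The AMPK list had 1 higher by more than 2-fold, Lep, and 0 lower. Few members of 5 other lists were analysed. These were 5 of 32 for lipid synthesis, 2 of 25 for insulin response, 1 of 33 for lipolysis and oxidation, 1 of 8 for DNA methyltransferases and 1 of 14 for endothelium. None of those analysed passed 2-fold in either direction. Of the respiratory chain list, 1 of 26 members was analysed, Cox6a2, a muscle form of a cytochrome oxidase subunit, which the muscle list also holds. It was higher by more than 2-fold, at 0.9 FPKM in fl/fl and 37.0 FPKM in 3bKO, so it did not reach 1 FPKM in both libraries. Dnmt3a had a log2 ratio of 0.70. The immediate early list had 4 genes higher by more than 2-fold, such as Fos at a log2 ratio of 3.35, or 2.30 with a pseudocount of 1. Its 2 lower genes were Nr4a1 and the heat shock gene Hspa1b, the latter at -1.73. With at least 1 FPKM in both libraries 1 was higher and 2 were lower. With a pseudocount of 1 the list had 4 higher and 1 lower. In the blood cell list 2 red blood cell genes were lower by more than 2-fold, Hbb-b1 at 367 FPKM in fl/fl and 171 FPKM in 3bKO and Alas2 at 27.1 FPKM and 12.1 FPKM. The other 5 lists (lymphocytes, nerve, circadian clock, estrogen response and other tissues) had no member among the genes analysed.

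Among genes with at least 1 FPKM in both libraries, the largest decreases were those of Cyp2b10, a cytochrome P450 enzyme, at 12.7 FPKM in fl/fl and 1.42 FPKM in 3bKO, Gm14305 at 6.97 FPKM and 1.2 FPKM, and Cyp2e1 at 14.3 FPKM and 3.36 FPKM. Each of these values rests on 1 library per genotype.

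The promoter of Prdm16 in NCBIM37 (mm9), on chromosome 4 from 154010476 to 154011975, held 180 CpG sites. That of Ucp1, on chromosome 8 from 85813247 to 85814746, held 43, that of Esr1, on chromosome 10 from 5734021 to 5735520, held 25, and that of Ppargc1a, on chromosome 5 from 51944661 to 51946160, held 12. The median over 22354 promoters was 49 sites. These counts come from the reference sequence, and methylation was not measured.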
